A study of Mus musculus with 6 samples.

How the data were processed

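The series holds single-cell RNA sequencing of cells other than cardiomyocytes from the ventricles of male mice. Per the labels' protocols, hearts were digested with thermolysin and papain, the suspension was passed through a coarse and a fine mesh, and live cells were sorted by Calcein-AM and DAPI staining. Cells of 4 mice were pooled for each of the 6 libraries, which were made with the 10x 3' chemistry. Wild-type (WT) mice and Trpm4 knockout (KO) mice had a sham operation and were sampled at 24 h, or had the left anterior descending coronary artery ligated and were sampled at 24 h or 72 h. Each of the 6 groups of genotype and condition has 1 library, so the 4 mice of a pool cannot be compared with each other and no difference has a replicate check. Cells are not replicates, and no test was made and no p-value computed.

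The deposited values are whole UMI counts per gene and cell, made with Cell Ranger 6.0.0 per the file headers. The genome build, the gene annotation and any filter after Cell Ranger are not stated, and every deposited cell had at least 500 UMIs. The counts were used as deposited. Of 32285 genes, 32158 (99.6%) were matched by their Ensembl identifier to the GENCODE M21 annotation of GRCm38, which was used for gene positions only.

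Cells with fewer than 200 detected genes or more than 20% mitochondrial UMIs were left out. Doublets were scored in each library with Scrublet as run by scanpy, and the highest scores were removed at a rate of 0.8% per 1000 deposited cells, because the automatic threshold marked between 0 and 61 cells per library. Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, without mitochondrial, ribosomal protein and hemoglobin genes and without Trpm4, gave 30 principal components. Each cell was joined to its 20 nearest neighbours, and the shared-neighbour graph was clustered with the Leiden method at resolution 1. The cells of all 6 libraries were clustered together, with no correction between libraries.

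Each of the 33 clusters was named from marker genes fixed before the data were examined, as were the comparisons, the gene lists, the rule for named genes and all alternatives except those said to be added. A cluster stayed unnamed where its leading genes held more markers of another class, where it rested on too few markers, or where its UMI counts were low and none of its markers led it. This left 3 clusters unnamed. Leukocytes were defined as all classes of blood cell origin except erythroid cells and platelets. An unnamed cluster led by MHC class II genes was not counted among them. The shares depend on these rebuilt names. No demultiplexing of the 4 mice in a pool was attempted.

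The share of each class was taken over the kept cells with an exact (Clopper-Pearson) 95% interval, and differences of shares with a Newcombe interval. Within a class, counts were summed over the cells of a library and scaled to that sum, in CPM (UMI counts scaled to the usual common total). Ratios between libraries have the exact conditional interval of 2 Poisson counts. All intervals and all limits for a count of 0 cover counting error only, and leave out the spread between mice, between operations and between library preparations. Those of ratios and list medians also leave out the spread of counts between cells. A count of 0 was set to 3 counts, which gives a bound. Genes needed at least 50 counts summed over the pair of libraries, and classes at least 100 cells in both. The main classes for expression were fibroblasts, endothelial cells, monocyte/macrophage cells and neutrophils.

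There were 5 gene lists, of 20 inflammatory genes, 21 interferon-induced genes, 20 genes of the extracellular matrix, 16 proliferation genes, and 16 genes known to respond to tissue dissociation. For each list the median log2 ratio was set against 10000 random lists of the same size, matched on mean expression in 20 bins, as a description of these libraries. At least 8 genes of a list had to be measured. The interval of a median came from 1000 Poisson redraws of the counts. A pair of clock gene lists, of 7 genes that peak near Dbp and 4 that peak opposite to it, was added after Dbp had been seen.

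Named genes followed a rule of size. Within a class and comparison, a gene needed 50 counts over the pair of libraries, 100 CPM in the higher library and, there, at least 0.25 of the CPM of the class where it was highest, so that free RNA of another class is not named. The 2 highest and 2 lowest ratios are reported for KO against WT in the 4 main classes, and for ligation against sham at 24 h in WT with the KO value beside it, except for 1 gene that is not reported here. Trpm4, the list genes, Xist, the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y, and genes at least 2-fold different in the same direction in all 3 genotype comparisons of a class were also reported. Hspa1a and Hspa1b, and Hba-a1 and Hba-a2, are near-identical copies whose UMIs the counting could split, so their separate values are uncertain.

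Alternatives were Leiden resolutions of 0.5 and 2, a stricter cell filter (500 genes, 10% mitochondrial UMIs), no doublet removal, centring of genes within each library, naming of cells one by one from the same markers, a gene minimum of 200 counts, scaling by the median ratio over genes, a mean over cells in place of the sum, and a fold of 1.5 for recurring genes. Trpm4 was also counted over the filtered cells. After the data had been seen, 3 alternatives were added: at least 1500 UMIs per cell, a UMI minimum for each class (the 5th percentile of that class in the other 5 libraries), and thinning of each cell to 1300 UMIs before clustering.

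The step for ratios and lists was tested on simulated counts in monocyte/macrophage cells, with 200 genes changed 2-fold in each genotype comparison. The changed genes, and a sample of genes whose intervals were checked, were drawn from those well counted in both libraries. At sham 24 h, 10049 genes entered the step. The median recovered log2 ratios were 1.00 for raised and −1.02 for lowered genes, and 95.5% of the checked intervals held the true value. At ligation 24 h, 9951 genes entered it, and these values were 1.01, −1.00 and 94.9%. At ligation 72 h, 11134 genes entered it, and the values were 0.99, −1.00 and 95.7%. Every changed gene had the right direction in the 3 simulations. Of simulated unchanged lists, 95.0%, 100% and 95.0% fell within the central 95% of random lists. The simulated counts were Poisson draws, which is what the intervals assume, so their coverage checks the calculation only. Counts gathered in a few barcodes were not simulated, so coverage for such genes is not shown.

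Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9.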

Results

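Single-cell RNA sequencing was used to compare the cells other than cardiomyocytes of Trpm4 knockout (KO) and wild-type (WT) mouse hearts after a sham operation and after myocardial infarction. Trpm4 encodes a cation channel that is opened by intracellular calcium. Infarction was induced by ligation of the left anterior descending coronary artery (LAD). The 6 libraries, each from the pooled cells of 4 male mice, were WT and KO at 24 h after sham, at 24 h after ligation and at 72 h after ligation. With 1 library in each group, no difference given here has a replicate check, and all intervals cover counting error only.

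The 6 libraries held 34940 deposited cells and 199708815 UMIs. At sham 24 h, the WT library had 5969 cells and 34691228 UMIs, and the KO library had 6307 cells and 34691519 UMIs. The libraries at ligation 24 h held 3625 cells and 23180056 UMIs in WT, and 7075 cells and 40501671 UMIs in KO. Those at ligation 72 h held 4678 cells and 45649061 UMIs in WT, and 7286 cells and 20995280 UMIs in KO. After filtering and doublet removal, 32051 cells were kept, with 5255 and 5662 at sham 24 h, 3362 and 6561 at ligation 24 h, and 4390 and 6821 at ligation 72 h, in WT and KO.

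The KO library at ligation 72 h was shallower per cell than the others. Its median was 1354 UMIs per kept cell, against 8009.5 in WT at 72 h and between 3062 and 4176 in the other 4 libraries. In it, 53.7% (95% interval 52.5 to 54.9) of kept cells had fewer than 1500 UMIs, against 6.06% to 10.9% in the other 5 libraries. The shortfall differed by class. Median UMIs in KO relative to WT at 72 h were 0.931 in neutrophils (1995 against 2144), 0.395 in endothelial cells (1160.5 against 2940), 0.109 in monocyte/macrophage cells (1288 against 11860) and 0.101 in fibroblasts (1092 against 10835.5). Most comparisons of class shares and of expression within classes that involve this library were therefore also made with a UMI minimum for each class, a setting added after the data had been seen.

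**Figure D1:**
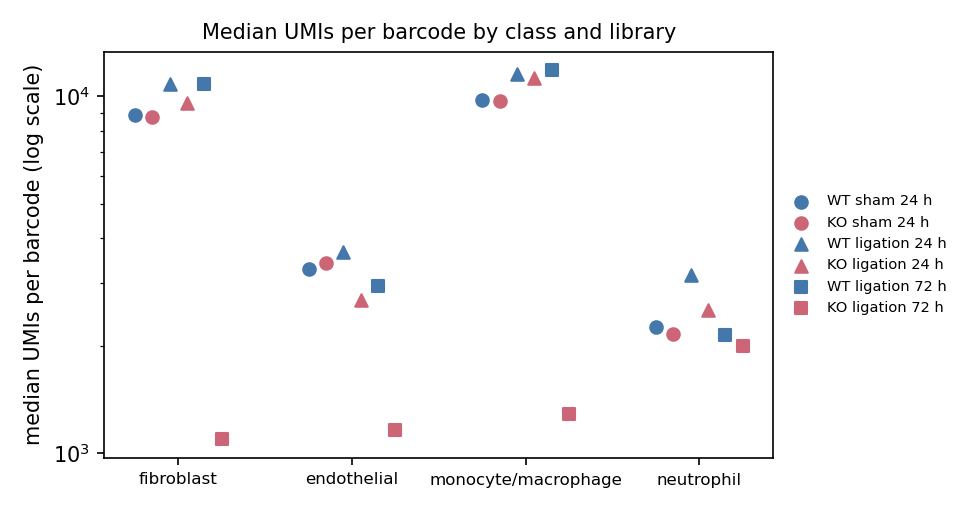
Median UMIs per kept barcode (log scale) in fibroblasts, endothelial cells, monocyte/macrophage cells and neutrophils, with 1 point per library; blue points are WT and red points KO, circles sham 24 h, triangles ligation 24 h and squares ligation 72 h. The KO ligation 72 h library lies at 1092 UMIs in fibroblasts and 1288 in monocyte/macrophage cells, where WT at 72 h lies at 10835.5 and 11860, while in neutrophils these libraries lie at 1995 and 2144.

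The targeted gene was examined first, to check the genotype labels. Trpm4 (ENSMUSG00000038260) lies on chromosome 7 at 45302632 to 45333780, on the minus strand, in the GENCODE M21 annotation of GRCm38. The labels do not say which part of the gene the KO allele lacks, and counts per gene do not show it. Trpm4 UMIs were present in every library and fewer in KO in each condition. At sham 24 h there were 305 UMIs in WT, or 8.79 CPM (7.83 to 9.84), and 215 in KO, or 6.20 CPM (5.40 to 7.08), a ratio of 0.705 (0.589 to 0.842). The libraries at 24 h after ligation held 128 UMIs in WT, or 5.52 CPM (4.61 to 6.57), and 140 in KO, or 3.46 CPM (2.91 to 4.08), a ratio of 0.626 (0.489 to 0.802). The 72 h libraries held 196 UMIs in WT, or 4.29 CPM (3.71 to 4.94), and 54 in KO, or 2.57 CPM (1.93 to 3.36), a ratio of 0.599 (0.435 to 0.813). Counting over the filtered cells moved the ratio at ligation 24 h to 0.614. Each ratio lay below 1 beyond counting error, and none approached 0.

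The lower Trpm4 level was also seen within classes where the counts allowed a comparison. In smooth muscle cells at sham 24 h, where it was highest, there were 34.0 CPM in WT (36 UMIs) and 14.2 CPM in KO (19 UMIs), a ratio of 0.418 (0.226 to 0.748). In endothelial cells at sham 24 h the ratio was 0.597 (0.442 to 0.806), and in monocyte/macrophage cells it was 0.583 (0.419 to 0.814) at ligation 24 h and 0.578 (0.360 to 0.896) at ligation 72 h. The difference was not detectable in monocyte/macrophage cells at sham 24 h (0.885, 0.616 to 1.27) or in fibroblasts at sham 24 h (0.616, 0.337 to 1.11). Neutrophils held 0 Trpm4 UMIs in both sham libraries, which allows up to 1.40 CPM in WT and 1.98 CPM in KO, and 2 UMIs in each library at ligation 24 h. At 72 h they held 0 UMIs, with limits of 1.44 and 3.53 CPM. Relative to sham, Trpm4 over all cells was lower at ligation 24 h in WT (ratio 0.628, 0.507 to 0.775) and KO (0.558, 0.448 to 0.693), while the makeup of cells changed as well. As a check of the sex label, between 0 and 6 Xist UMIs were found per library, and the 4 Y-linked genes together gave 104 to 148 CPM.

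Clustering of all kept cells gave 33 clusters, of which 3 stayed unnamed. The unnamed clusters held 2.95% of kept cells in WT and 1.55% in KO at sham 24 h, 1.93% and 2.77% at ligation 24 h, and 8.20% and 9.93% at ligation 72 h. Some clusters came mostly from the KO ligation 72 h library, so they may be that library rather than a cell type. They included a monocyte/macrophage cluster (1611 of 1736 cells) and a pair of fibroblast clusters (800 of 842 and 388 of 412 cells).

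The share of leukocytes addressed whether Trpm4 loss alters the immune infiltrate after infarction. At sham 24 h, leukocytes were 37.9% (36.6 to 39.3) of kept cells in WT and 27.6% (26.4 to 28.8) in KO, a difference of −10.4 percentage points (−12.1 to −8.60). At ligation 24 h, they were 60.8% (59.1 to 62.4) in WT and 79.0% (78.0 to 80.0) in KO, a difference of 18.2 points (16.3 to 20.1). At ligation 72 h, they were 77.8% (76.6 to 79.1) in WT and 52.7% (51.5 to 53.9) in KO, a difference of −25.1 points (−26.8 to −23.4). The difference at 72 h moved most, to −36.0 points, when cells were thinned to at most 1300 UMIs before clustering, and it was −22.9 points with a UMI minimum for each class. A difference beyond counting error was thus present at sham as well as after ligation.

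Within each genotype, ligation raised the leukocyte share at 24 h by 22.8 points (20.7 to 24.9) in WT and by 51.4 points (49.8 to 52.9) in KO. From 24 h to 72 h after ligation, it rose by a further 17.1 points (15.01 to 19.1) in WT and fell by 26.3 points (24.7 to 27.8 lower) in KO. The change from sham to ligation at 24 h was 28.6 points (26.0 to 31.2) larger in KO, and the change from 24 h to 72 h differed by −43.4 points (−45.9 to −40.8). These differences of differences compare 4 libraries each and could not be tested.

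Neutrophils made up 16.8% of kept cells in WT and 11.7% in KO at sham 24 h, a difference of −5.15 points (−6.47 to −3.84). At ligation 24 h they made up 35.01% and 52.7%, a difference of 17.7 points (15.6 to 19.7), and at ligation 72 h 21.8% and 6.16%, a difference of −15.6 points (−17.0 to −14.3). With a UMI minimum for each class, the difference at 72 h was −7.06 points. Among leukocytes alone, neutrophils were 57.6% in WT and 66.7% in KO at ligation 24 h, a difference of 9.06 points (6.57 to 11.6), and at sham 24 h their difference of −2.00 points (−5.27 to 1.28) was within counting error. At 72 h the difference among leukocytes was −16.3 points (−18.2 to −14.5). With a UMI minimum for each class, neutrophils were 881 of 3202 leukocytes in WT and 366 of 1400 in KO. That difference was −1.37 points (−4.10 to 1.44). However, this minimum took out 69.1% of KO monocyte/macrophage barcodes but 12.9% of KO neutrophils at 72 h, which raises the KO neutrophil part by itself. With at least 1500 UMIs per cell, neutrophils were 868 of 3253 leukocytes in WT and 359 of 1824 in KO. Monocyte/macrophage cells differed by −5.64 points (−7.06 to −4.21) at sham 24 h, 2.58 points (0.862 to 4.26) at ligation 24 h and −6.50 points (−8.39 to −4.61) at ligation 72 h, where the UMI minimum for each class gave −14.2 points (−16.6 to −11.8). Resident macrophages, a subset of these, fell from 4.21% at sham to 2.14% at 24 h and 1.05% at 72 h in WT, and from 3.87% to 1.83% and 0.557% in KO. Their genotype difference was within counting error at sham 24 h (−0.338 points, −1.08 to 0.401) and ligation 24 h (−0.313 points, −0.935 to 0.25), and beyond it at ligation 72 h (−0.491 points, −0.869 to −0.158), but not there with a UMI minimum for each class (−0.038 points, −0.517 to 0.498). As a part of monocyte/macrophage cells, resident macrophages differed by 5.58 points (1.76 to 9.44) at sham 24 h, −2.53 points (−5.35 to 0.011) at ligation 24 h and −0.819 points (−1.60 to −0.111) at ligation 72 h. That last value changed sign with the UMI minimum, to 0.701 points (−0.428 to 2.08).

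Shares add to a whole, so those of the other classes are not independent of the leukocytes. Endothelial cells were 44.5% in WT and 54.4% in KO at sham 24 h, 22.0% and 11.6% at ligation 24 h, and 5.81% and 10.7% at ligation 72 h. With a UMI minimum for each class their difference at 72 h was 10.7 points (9.10 to 12.3), in place of 4.92. Fibroblasts were 7.19% and 8.21% at sham 24 h, 6.04% and 2.62% at ligation 24 h, and 3.46% and 18.5% at ligation 72 h. The fibroblast difference of 14.995 points (13.9 to 16.1) at 72 h was 5.38 points with a UMI minimum for each class, since 82.8% of the KO fibroblasts at 72 h fell below that minimum of 2533 UMIs. Mesothelial cells were 3.24% of the KO library at 72 h and lymphatic endothelial cells 2.21%, against 0.410% and 0.364% in WT. Cardiomyocyte-like barcodes, which the mesh was meant to remove, made up 0.357% to 2.01% of the libraries.

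**Figure D2:**
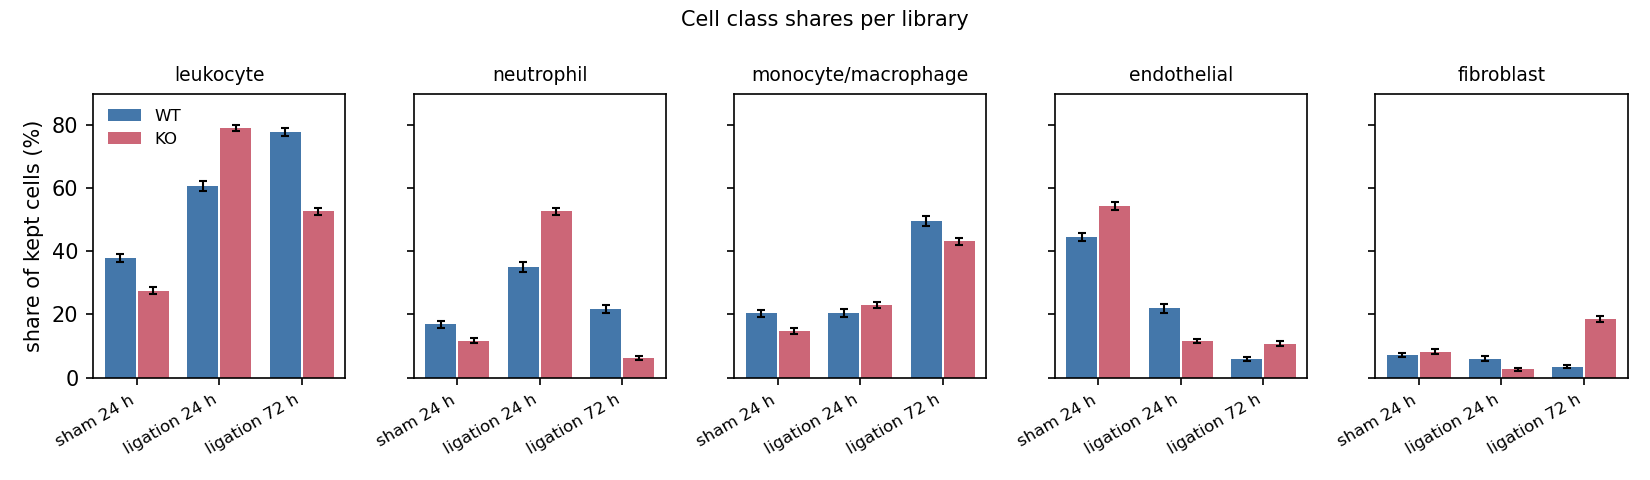
Share of kept cells (%) in 5 classes for WT (blue) and KO (red) at sham 24 h, ligation 24 h and ligation 72 h; each bar is 1 library pooled from 4 mice, and error bars are exact 95% intervals for counting error only. Leukocytes, neutrophils and monocyte/macrophage cells were higher in KO than in WT at ligation 24 h and lower in the other conditions, while endothelial cells showed the opposite order.

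Expression was then compared within classes as log2 ratios of summed counts. The median gene shifted by more than 0.1 in some comparisons: by −0.125 in monocyte/macrophage cells and −0.109 in fibroblasts for KO against WT at ligation 24 h, and by up to 0.552 in neutrophils from ligation 24 h to 72 h in WT. For these comparisons list medians are also given relative to the median gene. A list change within a class also includes changes in the makeup of that class.

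The inflammatory list in monocyte/macrophage cells addressed their activation state. Its median log2 ratio of KO to WT was 0.15 (0.12 to 0.27) at sham 24 h, higher than 99.9% of random lists, with 18 of 20 genes higher in KO. At ligation 24 h it was −0.63 (−0.71 to −0.59), below all random lists, with 0 of 20 genes higher, or −0.51 relative to the median gene. At ligation 72 h it was 0.62 (0.49 to 0.72), above all random lists, with 15 of 19 genes higher. The alternative that moved the 72 h value most was the mean over cells, at 0.83. Ligation at 24 h raised the list by 1.09 in WT and 0.34 in KO, or 1.21 and 0.62 relative to the median gene, and from 24 h to 72 h its change was −2.11 in WT and −1.247 in KO, or in KO −1.38 relative to the median gene. In neutrophils the list differed less between genotypes, by −0.12 (percentile 13.2) at sham 24 h, −0.25 (percentile 0.2) at ligation 24 h and 0.09 (percentile 93.5) at ligation 72 h. With ligation at 24 h its neutrophil change was 0.14 in WT and 0.05 in KO, or 0.37 and 0.23 relative to the median gene, and from 24 h to 72 h it was −0.74 and −0.21, or −1.29 and −0.73 relative to it.

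The dissociation list holds immediate early and heat shock genes that also respond to tissue handling. Its genotype difference followed the same order of conditions in 3 of the 4 main classes. In endothelial cells it was 0.08 at sham 24 h, −0.65 at ligation 24 h and 0.66 at ligation 72 h. In fibroblasts it was 0.18, −0.60 and 0.54, and relative to the median gene −0.50 at ligation 24 h. Without doublet removal the fibroblast value at sham 24 h changed direction, to −0.07. In monocyte/macrophage cells it was −0.05, −0.41 and 0.69, and relative to the median gene −0.29 at ligation 24 h. In neutrophils it stayed between −0.11 and 0.12. From sham to ligation at 24 h the list rose by 1.29 in WT and 0.51 in KO endothelial cells, by 1.08 and 0.35 in fibroblasts, by 0.62 and 0.18 in monocyte/macrophage cells, and by 0.13 and 0.10 in neutrophils. Relative to the median gene these rises were 0.56 in KO fibroblasts, 0.74 and 0.46 in monocyte/macrophage cells, and 0.36 and 0.285 in neutrophils. From 24 h to 72 h it changed by −0.95 in WT and 0.14 in KO endothelial cells, by −0.82 and 0.11 in fibroblasts, and by −1.19 and −0.14 in monocyte/macrophage cells. Relative to the median gene these changes were −0.79 and 0.28 in endothelial cells, −0.55 and 0.29 in fibroblasts, and −0.275 in KO monocyte/macrophage cells. With the same step the neutrophil values of 0.13 in WT and 0.11 in KO became −0.43 and −0.42 relative to the median gene.

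The interferon list differed between genotypes mainly at ligation 72 h. In monocyte/macrophage cells its median was 0.27 (0.16 to 0.36) at sham 24 h, above 99.9% of random lists. It was 0.10 (0.03 to 0.20), or 0.23 relative to the median gene, at ligation 24 h. By 72 h it was −0.62 (−0.68 to −0.58), below all random lists, with 0 of 20 genes higher in KO. The mean over cells moved this value most, to −0.45. In neutrophils it was −0.05 (percentile 22.0), −0.27 (percentile 0.15) and −0.62 (−0.76 to −0.48), the last below all random lists with 1 of 18 genes higher. The list rose from sham to ligation at 24 h by 0.81 in WT and 0.37 in KO monocyte/macrophage cells, or 0.92 and 0.66 relative to the median gene, and from 24 h to 72 h by 2.03 and 1.08, or in KO 0.945 relative to the median gene. In neutrophils these changes were 0.78 and 0.14, or 1.01 and 0.33 relative to the median gene, and then 1.38 and 1.17, or 0.82 and 0.65 relative to it. At 72 h, a monocyte/macrophage cluster led by interferon-induced genes held 551 of 2179 WT and 99 of 2942 KO cells of that class. Such a neutrophil cluster held 264 of 957 and 65 of 420 neutrophils. Of the KO monocyte/macrophage cells, 1611 lay in the cluster that came mostly from this library, so clustering by library may lower the KO count.

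The matrix list in fibroblasts was −0.00 (percentile 63.9) at sham 24 h and 0.08 (percentile 59.4) at ligation 24 h for KO against WT, or 0.19 relative to the median gene at 24 h. By 72 h it was −0.94 (−1.03 to −0.89), below all random lists, with 2 of 20 genes higher in KO. The mean over cells moved this value most, to −0.55. From sham to ligation at 24 h the list changed by −0.37 in WT and −0.41 in KO, or −0.31 and −0.20 relative to the median gene. From 24 h to 72 h it rose by 1.65 in WT and 0.47 in KO, or 1.92 and 0.64 relative to the median gene.

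The proliferation list could be measured in fewer comparisons, because its genes had low counts. From 24 h to 72 h it rose by 4.70 in WT and 3.85 in KO monocyte/macrophage cells and by 5.41 and 5.15 in fibroblasts, with up to 3 genes set to the limit that a count of 0 allows. Relative to the median gene the rise was 3.72 in KO monocyte/macrophage cells, and 5.67 and 5.33 in fibroblasts. From sham to ligation at 24 h its change in monocyte/macrophage cells was −1.62 in WT and −1.97 in KO, or −1.51 and −1.69 relative to the median gene. For KO against WT in monocyte/macrophage cells the median was 0.20 (percentile 96.1) at sham 24 h, 0.02 (percentile 71.1), or 0.14 relative to the median gene, at ligation 24 h and −0.31 at ligation 72 h, below all random lists. The sham value became −0.47 at Leiden resolution 2 and the 72 h value 0.26 with the mean over cells. At 72 h the list was −0.64 in fibroblasts (percentile 0.01) and 0.25 in endothelial cells (percentile 98.8).

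**Figure D3:**
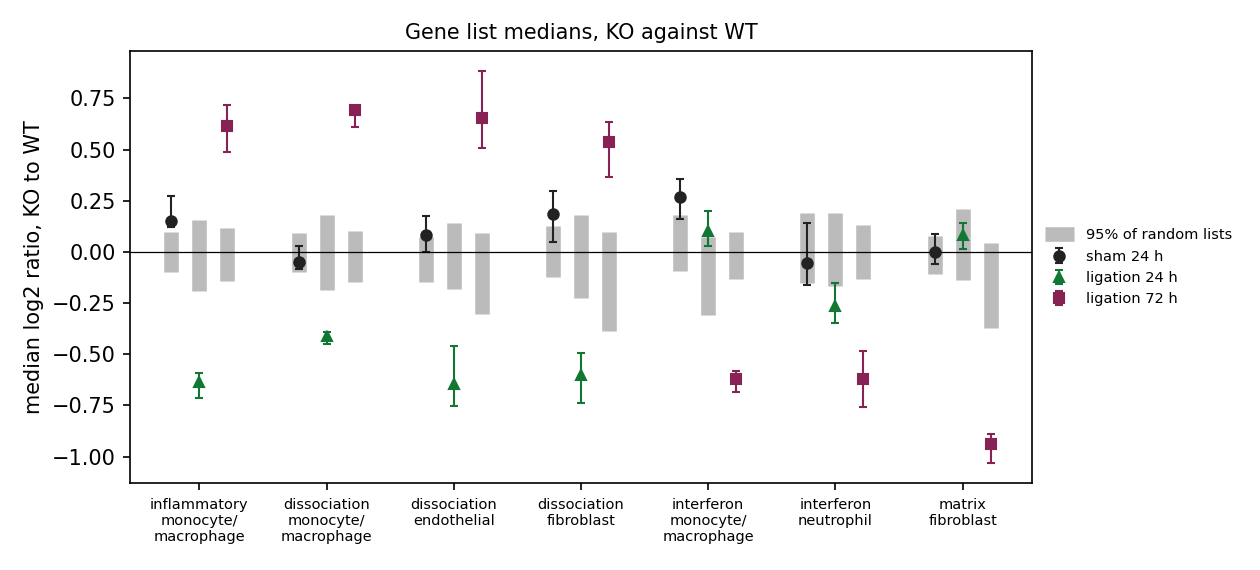
Median log2 ratio of KO to WT for the gene lists named on the horizontal axis, each in the class below its name, at sham 24 h (circles), ligation 24 h (triangles) and ligation 72 h (squares); error bars are 95% intervals for counting error, and grey bars hold the central 95% of 10000 random lists. The inflammatory list and the dissociation lists lie below 0 at ligation 24 h and above it at 72 h, while the interferon lists and the matrix list lie lowest at 72 h.

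Single genes were named by the fixed rule, and several of the largest ratios rested on 1 barcode. In endothelial cells at sham 24 h, Dbp was lower in KO (60.7 against 368 CPM, log2 ratio −2.60, −2.72 to −2.49) and was detected in 15.5% of KO and 60.3% of WT barcodes. The mean over cells moved this ratio most, to −2.69. The median ratio of 7 clock genes that peak near Dbp was −1.77 in the same comparison. Gstt2 was also lower (−1.08), and Cdkn1a (1.43) and Dnaja1 (0.96) were higher. In fibroblasts at sham 24 h, Saa3 (1.41) and Spon2 (1.40) were higher. Hbb-bt (−7.37) and Hbb-bs (−7.27) were lower, but 5539 of 5596 Hbb-bs UMIs and 1351 of 1353 Hbb-bt UMIs in WT came from single barcodes. In monocyte/macrophage cells at sham 24 h, Serpinb2 (1.80, with 70.9% of its KO UMIs in 10 barcodes) and Ppbp (1.23) were higher, and Gngt2 (−0.69) and Rgs1 (−0.60) lower. In neutrophils at sham 24 h, Camp (6.47, 4.90 to 8.76) and Ngp (3.86) were higher, with 187 of 188 and 423 of 474 KO UMIs in single barcodes, and Il1a (−0.83) and Plac8 (−0.82) were lower.

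At ligation 24 h, KO neutrophils had more Mmp8 (489 against 185 CPM, log2 ratio 1.40, 1.29 to 1.51) and Gm34084 (1.26), and less Ffar2 (−1.91) and Enah (−1.20). In monocyte/macrophage cells, Gm42418 (−1.53) and Serpinb2 (−1.44, with 71.8% of its WT UMIs in 10 barcodes) were lower. Ngp had 2267 UMIs in KO and 2 in WT (9.05, 7.19 to 12.1), and Camp had 2188 and 0 (lower limit 8.11). However, 2240 and 2186 of these UMIs came from single barcodes. In fibroblasts, Tpm2 (1.34) and Gdf15 (1.29) were higher, with 78.8% of the KO and 93.0% of the WT Gdf15 UMIs in 10 barcodes. Ccl5 had 0 UMIs in KO and 397 in WT, all from 1 barcode, and Cxcl10 had 3 and 344 (−6.60, −8.89 to −5.04), of which 314 came from 1 barcode. In endothelial cells, Hspa1b (−3.91) and Hspa1a (−2.97) were lower, with 91.2% and 88.1% of their WT UMIs in 10 barcodes. Hbb-bs (8.08) and Hba-a2 (7.91) were higher, with 3763 of 3782 and 709 of 712 KO UMIs in single barcodes.

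At ligation 72 h, KO neutrophils had less Ifi27l2a (1033 against 4507 CPM, log2 ratio −2.13, −2.23 to −2.03) and Zbp1 (−1.90), and more Lars2 (1.28) and Olr1 (1.249). In monocyte/macrophage cells, Ccl8 (−1.41) and Irf7 (−1.19) were lower, Ccl8 by −0.30 with the mean over cells, and Lars2 (1.54) was higher. Lars2 was a leading gene of the monocyte/macrophage cluster that came mostly from this library (1611 of 1736 cells). Its rise may therefore be that library rather than the genotype. In fibroblasts, Rhox5 (−3.53, with 92.0% of its WT UMIs in 10 barcodes) and Ccn5 (−3.15) were lower. H2-Aa had 1872 UMIs in KO and 3 in WT (9.49, 7.94 to 11.8), and C1qc had 1264 and 5 (8.18, 6.96 to 9.81), but without doublet removal these ratios were 5.40 and 3.01. Both genes are abundant in macrophages, and the 7 C1q and MHC class II genes together were also raised in KO neutrophils, 3.12-fold. In endothelial cells, H2-Eb1 (6.31) and H2-Aa (6.14) were higher, and Hba-a1 (−1.49) and Hba-a2 (−1.47) lower, with over 99.9% of their UMIs in 10 barcodes of each library.

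For ligation against sham at 24 h in WT, the KO value is given beside each gene. In monocyte/macrophage cells, Cxcl3 rose by 2.91 (KO 2.13) and B930036N10Rik by 2.42 (KO −0.40), and H2-Eb1 changed by −2.41 (KO −2.15) and H2-Aa by −2.13 (KO −1.85). At Leiden resolution 2 the WT value of H2-Eb1 moved to −1.79. In neutrophils, Lipg rose by 6.39 (4.83 to 8.67; KO 3.95) and Ffar2 by 4.29 (KO 1.23), and Dusp2 changed by −2.29 (KO −1.82) and Otulinl by −2.24 (KO −1.40). In endothelial cells, Hspa1b rose by 5.78 (KO −0.07) and Hspa1a by 4.64 (KO 0.55), mostly in 10 barcodes, and Hbb-bs changed by −9.68 (KO −1.86) and Hba-a2 by −9.15 (KO −1.77). In fibroblasts, Cxcl10 rose from 2 to 344 UMIs (8.04, 6.17 to 11.1) in WT and from 2 to 3 in KO, and Ccl5 by 7.25 in WT, with 0 and 1 UMIs in KO. Hbb-bs changed by −10.25 (−12.5 to −8.71; KO −2.34) and Hbb-bt by −8.79 (−11.8 to −6.93) in WT, where 1 sham barcode held nearly all UMIs.

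The 3 genotype comparisons share no library, and they were searched for genes at least 2-fold different in the same direction in each. There was 1 such gene in fibroblasts, of 7672 compared, and 1 in monocyte/macrophage cells, of 9583, and 0 of 6246 in endothelial cells and 0 of 4780 in neutrophils. With a fold of 1.5 there were 6, 6, 2 and 0. Exchanging the genotype labels of 1 condition at a time gave between 0 and 10 genes per class at 2-fold. In each of fibroblasts, endothelial cells and monocyte/macrophage cells at least 1 exchange gave more genes than the labels as given, and in monocyte/macrophage cells the exchange at sham 24 h gave 0. In neutrophils the exchange at sham 24 h gave 2. The fibroblast gene was Saa3 (chromosome 7, 46711998 to 46715700 in GRCm38), at 1.41, 1.31 and 4.88. In KO, 95.6% of its UMIs at sham 24 h and 96.1% at ligation 24 h lay in 10 barcodes, against 87.3% in WT at sham 24 h. Without doublet removal the value at ligation 24 h was 0.71. The monocyte/macrophage gene was Mgp (chromosome 6, 136872435 to 136875823), at 1.20, 1.10 and 4.95, from 130 and 72 UMIs in KO and WT at sham 24 h, of which 64 KO UMIs came from 1 barcode. With the mean over cells its sham value was −0.43.

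Across genes with at least 200 counts, the KO to WT ratios of different conditions were weakly or inversely related. Pearson's r across genes ranged from −0.346, for ligation 24 h against 72 h in monocyte/macrophage cells (7113 genes), to 0.126. The response to ligation was more alike between genotypes, with r across genes from 0.540 for sham to 24 h in monocyte/macrophage cells to 0.883 for 24 h to 72 h in neutrophils. Genes are not independent replicates, and these values describe the libraries only.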

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

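The tests of the shares, of the depth of the KO ligation 72 h library and of the dissociation list were chosen after those results had been seen, and so were the settings with at least 1500 UMIs per cell and with a UMI minimum for each class. The tests of the inflammatory and interferon lists with a UMI minimum and those of the unnamed clusters were chosen before their results were seen, except that the spread of hemoglobin over the barcodes of one cluster was examined only after its sum was known. The differences between conditions given here were not tested, since each rests on 1 library per group.

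The leukocyte share stood out because its genotype difference changed direction between conditions: KO lay below WT at sham 24 h, above it at ligation 24 h and below it at ligation 72 h, a range of 43.4 percentage points. Between 24 h and 72 h after ligation the share rose in WT and fell in KO, and the changes differed by −43.4 points. Barcodes of low UMI count in the KO ligation 72 h library do not account for the fall as a whole, since with a UMI minimum for each class the KO share still changed by −24.7 points. Cells damaged or lost to a different degree by class before capture stay open. In that library 69.1% of monocyte/macrophage barcodes lay below the minimum of their class, against 5.78% in WT, and cells that were lost leave no counts, so damage and a true change in infiltration cannot be told apart. A genotype effect on the infiltrate remains an untested alternative. WT and KO pools already differed by −10.4 points at sham 24 h, and whether that is a difference between mice, preparations or genotypes was not tested.

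The neutrophil share had the same change of direction, with a range of 33.3 points between conditions. A lower yield of other cells in the KO ligation 24 h library would raise all leukocytes alike. Neutrophils were also a larger part of the leukocytes there, by 9.06 points, so such a yield is not the only source. It may still account for part of the difference of 17.7 points, and how much was not tested. Cells of low UMI count were not the source of the difference at ligation 24 h, which was still 15.5 points with at least 1500 UMIs per cell. Part of the range did depend on them, since the difference of −15.6 points at 72 h was −9.81 with that minimum. It was −7.06 with a UMI minimum for each class. The class minimum took out 69.1% of KO monocyte/macrophage barcodes but 12.9% of KO neutrophils there. This raises the KO neutrophil share by itself, so whether such cells caused part of the range is not shown. An exchange of the genotype labels at ligation 24 h is argued against by Trpm4, which was lower in the library labelled KO (ratio 0.626), as in the other conditions. Differences between operations, between the mice of a pool and between genotypes were not tested and remain open.

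The monocyte/macrophage share differed by genotype over a range of 9.09 points and the endothelial share over 20.3 points, each with a change of direction at ligation 24 h. The UMI minimum for each class moved the differences at 72 h from −6.50 to −14.2 and from 4.92 to 10.7 points, so the sizes depend on shallow barcodes while the directions held. Shares add to a whole, so these ranges are not independent of the leukocyte share, and no separate explanation was tested for them. The fibroblast share had a range of 18.4 points, and its change from 24 h to 72 h after ligation also differed by 18.4 points between genotypes, with a fall in WT and a rise in KO. The low UMI counts of the KO ligation 72 h library took part of this rise away but not all of it: with a UMI minimum for each class the KO fibroblast share still rose by 5.82 points, in place of 15.8.

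The low depth of the KO ligation 72 h library was weighed on its own, since several of these results involve it. Shallower sequencing would lower every class alike, but median UMIs relative to WT were 0.931 in neutrophils and 0.109 in monocyte/macrophage cells. Free RNA in droplets without an intact cell is a candidate explanation that stays open. It would make shallow barcodes richer in transcripts of other cells. Macrophage markers reached 6546 CPM in fibroblast barcodes below 1500 UMIs and 7525 CPM in the deeper ones, but in endothelial barcodes they reached 6635 and 2795 CPM. Neutrophil markers were higher in the shallow barcodes of both classes (3877 against 2162 CPM in fibroblasts, 8676 against 1973 CPM in endothelial cells), and hemoglobin was lower in the shallow fibroblast barcodes (55.4 against 310 CPM). These opposed results keep the question open.

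The inflammatory list in monocyte/macrophage cells changed direction between ligation 24 h and 72 h, with a range of 1.251 on the log2 scale over the 3 conditions. The dissociation list did so too, with ranges of 1.30 in endothelial cells, 1.14 in fibroblasts and 1.11 in monocyte/macrophage cells. The 2 lists have no gene in common. If handling or dissociation differed between libraries, the dissociation genes of cells that do not take part in the infiltrate should move with the inflammatory list, and they did: the median in endothelial cells was −0.65 at ligation 24 h, below all random lists, and 0.66 at 72 h, above all of them. In fibroblasts it was −0.60 and 0.54. Handling may therefore explain part of the inflammatory pattern. The dissociation list in neutrophils did not follow, at −0.11 and 0.02 and within the range of random lists, and a real difference in tissue stress between genotypes, which was not tested, would move the same genes. Low UMI counts do not explain the higher inflammatory list at 72 h, which was 0.48 with a UMI minimum for each class and stayed above the range of random lists.

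The interferon list in monocyte/macrophage cells had a range of 0.89, being higher in KO at sham 24 h and ligation 24 h and lower at 72 h. Barcodes of low UMI count do not explain the lower value at 72 h, since it was −0.68 with a UMI minimum for each class. The dissociation list moved the other way at 72 h. Loss of a subset of cells in the KO 72 h preparation and a genotype effect were not tested for this list and remain open.

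Cells of unnamed clusters lay outside the comparisons of named classes. An unnamed cluster led by Cd209a and MHC class II genes held 8.09% of cells in WT and 4.46% in KO at ligation 72 h. At sham 24 h it held 2.85% and 1.34%, and at ligation 24 h, in the opposite order, 1.84% and 2.5%. Barcodes of low UMI count are not its source in WT, where 0.0% of its barcodes at 72 h had fewer than 1500 UMIs (upper limit 1.03%). It may hold antigen-presenting leukocytes. The cluster was left without a name because its leading genes held more markers of another class than of monocyte/macrophage cells. The marker among them, Cd209a, is a dendritic cell marker, and either name would count the cluster as leukocytes. Counted so, it would shift the KO minus WT leukocyte difference by −1.51 points at sham 24 h, 0.655 at ligation 24 h and −3.63 at 72 h. With a UMI minimum for each class the cluster also held a larger share in WT than in KO at 72 h (8.30% and 6.59%). A difference between genotypes in such cells was not tested. Another unnamed cluster, led by the pericyte genes Kcnj8, Higd1b and Rgs5, held 5.45% of cells in KO at ligation 72 h and no more than 0.114% in any other library. There, 77.4% of its barcodes had fewer than 1500 UMIs, and hemoglobin reached 6029 CPM, against 141 CPM at most in named pericytes. These values alone would make free RNA in shallow barcodes a candidate explanation. By barcode, however, 2585 of the 2780 hemoglobin UMIs lay in the barcodes with at least 1500 UMIs, at 11838 CPM against 803 CPM in the shallow ones, which free RNA in shallow barcodes would not give. Damaged pericytes and free RNA therefore cannot be told apart, because depth and hemoglobin point different ways and the cluster exists almost only in this library. A genotype effect was not tested.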

How the results depend on the processing

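Settings with at least 1500 UMIs per cell, with a UMI minimum for each class and with thinned cells were added after the data had been seen. The others were planned. No paired analysis was possible because each group has 1 library, so the groups share only replicate number 1 and no result comes from a test. For every changed value given here the cause was not tested, except where named. In what follows, leukocyte and neutrophil shares are differences in percentage points and lists are median log2 ratios.

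No share among the leukocyte and neutrophil results changed direction in the 9 settings tried: of 90 values, 58 stayed within counting error of the main one and 32 moved beyond it. The leukocyte difference of KO minus WT ranged from −11.9 to −9.74 at sham 24 h, from 14.96 to 19.1 at ligation 24 h and from −36.0 to −21.6 at ligation 72 h over these settings. The neutrophil difference ranged from −5.46 to −4.45, from 15.5 to 17.9 and from −15.7 to −7.06. Resolution 0.5 and no doublet removal moved none of these values beyond counting error. For the monocyte/macrophage, fibroblast and endothelial shares and the neutrophil changes over time, 65 of 225 values moved and 0 reversed, where a value counts as reversed only if the main interval leaves out 0. The endothelial change in KO from 24 h to 72 h, −0.852 and within counting error of 0, was 5.71 with a UMI minimum for each class and changed sign in 4 more settings. The monocyte/macrophage change in WT from sham to ligation, 0.035, changed sign in 5 settings, down to −3.73 under the stricter filter. Shares of smaller classes are outside these counts, and some did change sign with a UMI minimum for each class, such as the B cell change in KO from 24 h to 72 h, from −1.03 to 0.431, and the KO to WT difference of resident macrophages among monocyte/macrophage cells at 72 h, from −0.819 to 0.701.

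With at least 1500 UMIs per cell, the leukocyte difference of KO minus WT was 14.96 at ligation 24 h and −21.6 at 72 h. The change from sham to ligation was 27.7 in WT and 53.4 in KO, that from 24 h to 72 h was 12.9 in WT and −23.7 in KO, and the differences between these genotype changes were 25.6 and −36.6. The neutrophil difference was 15.5 at ligation 24 h and −9.81 at 72 h. A UMI minimum for each class gave a leukocyte difference of −22.9 at 72 h, changes of 25.3 in WT and 53.0 in KO from sham to ligation, and a neutrophil difference of −7.06 at 72 h. Thinning gave −36.0 for the leukocyte difference at 72 h, −37.3 for the KO change from 24 h to 72 h and −54.2 for the difference between genotypes in that change.

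Under the stricter cell filter, the leukocyte difference was 15.46 at ligation 24 h and −27.8 at 72 h, the change from sham to ligation 16.9 in WT and 43.5 in KO, and the change from 24 h to 72 h 13.3 in WT and −30.0 in KO. The neutrophil difference at 72 h was −14.3. Naming cell by cell gave −22.98 for the leukocyte difference at 72 h, 18.9 in WT and 47.5 in KO for sham to ligation, −23.6 for the KO change from 24 h to 72 h, and −11.7 for the neutrophil difference at 72 h. Resolution 2 gave −27.6 for the leukocyte difference at 72 h, 23.2 in WT and −23.55 in KO for 24 h to 72 h, and −46.7 for the difference between genotypes. Centring gave −27.2 at 72 h, 20.6 for sham to ligation and 20.1 for 24 h to 72 h in WT, and −46.1 for the difference between genotypes.

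Of 72 values of the inflammatory, interferon and matrix lists for KO against WT, 53 kept their value within counting error, 18 moved and 1 reversed. At sham 24 h, ligation 24 h and 72 h the inflammatory list in monocyte/macrophage cells ranged from 0.05 to 0.26, from −0.64 to −0.51 and from 0.47 to 0.83, and the interferon list from 0.15 to 0.34, from 0.02 to 0.23 and from −0.68 to −0.45. The mean over cells gave 0.047 at sham 24 h and 0.83 at 72 h for the inflammatory list, −0.45 for the interferon list at 72 h, and −0.10 at sham 24 h and −0.55 at 72 h for the matrix list. Median ratio scaling gave 0.12 at sham 24 h and −0.51 at ligation 24 h for the inflammatory list, 0.23 at ligation 24 h for the interferon list, and 0.19 at ligation 24 h and −0.86 at 72 h for the matrix list. Without doublet removal the inflammatory list at ligation 24 h was −0.53, the interferon list 0.15 at sham 24 h and 0.022 at ligation 24 h, and the matrix list at ligation 24 h reversed to −0.015. The inflammatory list at 72 h was 0.48 with a UMI minimum for each class and 0.47 with at least 1500 UMIs, and the matrix list at 72 h was −1.12, −1.07 and, at resolution 2, −0.65.

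Reversals among the other results were few. Of 515 values of other lists, 102 moved and 11 reversed. The proliferation list reversed to −0.47 in monocyte/macrophage cells at sham 24 h and −0.093 in endothelial cells at 72 h under resolution 2, to −0.50 and −0.26 under the stricter filter, and to 0.26 in monocyte/macrophage cells at 72 h with the mean over cells. The dissociation list reversed for KO from 24 h to 72 h in fibroblasts, to −0.10 with a UMI minimum for each class and −0.004 with at least 1500 UMIs, and in endothelial cells to −0.12 under the stricter filter. It also reversed to −0.065 in fibroblasts at sham 24 h without doublet removal, and in neutrophils from 24 h to 72 h to −0.43 in WT and −0.42 in KO under median ratio scaling, where the shift of the median gene (0.552 in WT, 0.521 in KO) is the cause by construction. Of 643 values of named genes, 91 moved and 2 reversed: Mgp in monocyte/macrophage cells at sham 24 h, at −0.43 with the mean over cells, and Hspa1a in KO endothelial cells from sham to ligation, at −0.18 under the stricter filter.

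With a fold of 1.5 in place of 2, the genes that differed in all 3 genotype comparisons numbered 6 in fibroblasts, 6 in monocyte/macrophage cells and 2 in endothelial cells. Trpm4 moved within counting error in every library when only filtered cells were counted. Low counts left some values out: with a gene minimum of 200 counts the proliferation list had fewer than 8 genes in 4 comparisons, with at least 1500 UMIs in 1, and Camp, Olr1 and Mgp each lost 1 value under that gene minimum, as did Hba-a1 and Hba-a2 under the stricter filter. Depth limits the KO ligation 72 h library most, where a UMI minimum for each class kept 2533 of 6821 cells.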

Other observations

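The tests of Trpm4, of Saa3 and of a DNA variant at Dbp were chosen after those results had been seen. The remaining tests, of clock genes, of single barcodes, of free RNA and of the matrix list, were chosen before their results were seen, but on patterns found in these data, and the UMI minimum for each class that some of them use was added after the data had been seen.

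The lower Dbp in KO endothelial cells at sham 24 h was part of a wider difference in clock genes. Dbp is an output gene of the circadian clock. If the hearts had been collected at another time of day, genes that peak near Dbp should be lower as well and genes that peak opposite to it higher. In endothelial cells all 7 genes near Dbp (Nr1d1, Nr1d2, Per2, Per3, Tef, Hlf and Ciart) were lower in KO, with a median of −1.77, below all random lists matched on expression. Arntl (2.38), Nfil3 (1.41) and Clock (0.31) were higher, and their median was 1.41. Fibroblasts showed the same order at sham 24 h, with a median of −1.40 over 6 genes near Dbp and 1.11 over the 4 opposed genes. Among monocyte/macrophage cells 4 of 4 genes near Dbp were lower (−0.85). The 3 opposed genes were higher, but their median, at 0.084, stayed within the range of random lists. Of them, Arntl was higher beyond counting error (1.10, 0.66 to 1.55), and Clock (0.055) and Nfil3 (0.084) were not. In the ligation 24 h libraries the genes near Dbp were lower in KO fibroblasts (−1.12, 5 of 5 genes) and endothelial cells (−0.73, 4 of 4 genes), while the opposed genes were within the range of random lists (0.04 and −0.05). Monocyte/macrophage cells went the other way there, with 0.21 over 2 genes near Dbp and −0.52 over the 3 opposed genes, of which 0 were higher, and each value lay within the range of random lists. By 72 h the medians of the genes near Dbp were within the range of random lists in fibroblasts (0.03), endothelial cells (−0.09) and monocyte/macrophage cells (0.26). A difference in the hour of collection, at least between the sham libraries, is thus a candidate explanation, and it would be mixed with genotype in every sham comparison. An effect of Trpm4 loss on the clock was not tested and remains open. Dbp lies on chromosome 7 at 45705088 to 45710203, 0.371 Mb from Trpm4, so a DNA variant carried along with the KO allele was also considered. Such a variant would lower Dbp by a like amount in every condition. Dbp was also lower after 24 h of ligation, at −1.95 in fibroblasts and −1.13 in endothelial cells, which goes with a variant. By 72 h the ratio was 0.088 (−0.39 to 0.56) in fibroblasts, 0.14 (−0.23 to 0.50) in monocyte/macrophage cells and −0.44 (−1.03 to 0.14) in endothelial cells, against −2.58, −1.60 and −2.60 at sham 24 h, and these intervals lie above those at sham.

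Trpm4 UMIs remained in all KO libraries, at a ratio to WT of 0.705 at sham 24 h. The KO allele may leave the part of the transcript that the 3' assay counts. Whether it does, or whether other cells or mice contribute, cannot be told apart, because counts per gene do not show where along the gene the reads lie.

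Saa3 summed over KO fibroblasts was higher in the 3 conditions. It lies 1.378 Mb from Trpm4, so DNA from another strain around the targeted gene was considered. Of 27 genes within 10 Mb of Trpm4, with Saa3 and Trpm4 themselves left out, 0.0% (upper limit 12.8%) differed in the same direction by at least 25% in all conditions, against 0.546% elsewhere. With so few genes near Trpm4, and since a variant could act on Saa3 alone, this explanation and others cannot be told apart. A few barcodes within the class are a candidate explanation at sham 24 h, where 10 of them held 95.6% of the KO UMIs. In WT 10 barcodes held 87.3%, so the UMIs were concentrated there as well. Saa3 was detected in 6.88% of KO and 12.4% of WT barcodes at sham 24 h, so its higher sum was not a rise across the class. In the KO ligation 72 h library 10 barcodes held 33.0%, so there the UMIs were spread more widely. That spread does not show that fibroblasts made the transcript. Saa3 was also a leading gene of a monocyte/macrophage cluster. C1q and MHC class II UMIs per fibroblast barcode were 19.7-fold those of WT in that library, so macrophage RNA stays open as a source there. A genotype effect was not tested.

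Mgp summed over KO monocyte/macrophage cells was higher in the 3 conditions, but at sham 24 h 64 of its 130 UMIs came from 1 barcode, and the mean over cells gave −0.43 there. RNA of fibroblasts could raise it, and at ligation 72 h the fibroblast markers in these cells were higher in KO with a median of 4.38. At sham 24 h, where Mgp was at 1.20, the median was 0.12 over 4 markers, of which 3 were higher. In the ligation 24 h libraries only 3 of the markers had enough counts, with a median of −0.16, so for these conditions fibroblast RNA and a change in macrophages cannot be told apart, and at sham the single barcode stays open as well. A genotype effect was not tested.

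A few cells of another type within a class are the likely source of several of the largest ratios. In KO monocyte/macrophage cells at ligation 24 h, 1 barcode held 2240 of the 2267 Ngp UMIs, and in WT fibroblasts at sham 24 h 1 barcode held 5539 of the 5596 Hbb-bs UMIs. Camp had 2186 of 2188 UMIs and Hbb-bt 1351 of 1353 UMIs in 1 barcode of these libraries. Whether the barcodes are doublets or misnamed cells was not tested, and the ratios describe them rather than the class.

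Macrophage transcripts in KO fibroblasts at ligation 72 h were not explained by low UMI counts, since H2-Aa had a log2 ratio of 9.08 with a UMI minimum for each class. Free RNA spread over all barcodes would raise these transcripts by a like amount in other classes. C1q and MHC class II UMIs per barcode were 19.7-fold those of WT in fibroblasts, 11.9-fold in endothelial cells and 3.12-fold in neutrophils. The rise in endothelial cells goes with such free RNA, while the smaller rise in neutrophils goes against it as the only source. Free RNA may thus be part of the cause but not the whole of it, and droplets that hold fragments of macrophages with fibroblasts were not tested. The H2-Aa ratio rests on 3 UMIs in WT (9.49, 7.94 to 11.8) and was 5.40 without doublet removal, so its size depends on that step. A genotype effect was not tested.

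The lower matrix list in KO fibroblasts at ligation 72 h was not explained by the low UMI counts, since it was −1.12 with a UMI minimum for each class, nor by dilution with RNA of other cells. Dilution would lower all fibroblast genes, but of 8 fibroblast markers outside the list 5 were higher in KO, with a median of 0.07, and the lowest of them, at −0.74, fell less than the matrix median of −0.94. With the UMI minimum the lowest marker was at −0.98, nearer to the matrix median of −1.12. A different mix of fibroblast states is an open hypothesis: a pair of fibroblast clusters came mostly from that library (800 of 842 and 388 of 412 cells), so an origin in the preparation is not excluded and a genotype effect was not tested.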
